A study of Mus musculus with 30 samples. Its data were reported in "Responsiveness of genes to manipulation of transcription factors in ES cells is associated with histone modifications and tissue specificity" (2011).

How the data were processed

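Gene expression was measured in 15 adult tissues of male C57BL/6 mice aged 28 weeks per the labels (the paper gives another age), with 2 arrays per tissue and 30 arrays in all. Each array was a two-colour Agilent oligonucleotide array. Cy3 carried the RNA of the tissue and Cy5 carried a common reference, a commercial pool of RNA from mouse cell lines mixed with embryonic stem (ES) cell RNA. The dyes were never exchanged, so every array has the tissue in the same channel. The arrays came from 11 slides and were scanned on 5 days, read from the scan information of each file. The labels name the tissue and the replicate number of every array.

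The authors extracted spot values with Agilent Feature Extraction 9.5.1.1. The deposited spot files hold, per spot, the mean signal and the local background of both channels as an intensity in scanner units. They also hold a log ratio by the authors' software, log10 of Cy5 over Cy3, and flags for outlier spots, saturation and signal well above background, which are other kinds of value. The authors' value table gives 25,030 probes, which the paper describes as non-redundant genes, on a log10 scale. That table was compared with the spot files over 13,462 bright probes, with each probe centred on its mean over the arrays. It followed log10 of the processed Cy3 signal with a slope of 0.997 and log10 of the processed Cy5 signal with a slope of -0.998 (R² 1.00). A log ratio would give the same slopes, but the values have the size of a level. In log2, Actn3 in bone had 18.4 in that table, 18.0 as a Cy3 level and 5.82 as a ratio of processed signals. The unit of the table was therefore read as log10 of a Cy3 level, adjusted for the variation of the reference between arrays.

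The values reported here were computed from the mean signals. Background was corrected by normexp with an offset of 50, fitted over all spots of an array. Control spots and spots with an outlier flag were then removed (475 spots over all arrays, 0.0377% of the noncontrol spots). Each array was normalised by loess, and the ratio was expressed as log2(Cy3/Cy5), so that a positive value means more in the tissue than in the reference. Spots of one probe were averaged. Values are given per probe as the mean ± SD of 2 arrays, and for arrays it is their number that limits the precision.

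The probes in the authors' table were used as the set of genes. The plan had been to take the brightest probe of each gene, but no gene identifier per probe was used here beyond the symbols described next, so this was replaced after the data were examined. A probe was kept when its Cy3 signal was well above background on both arrays of at least 1 tissue, which left 21,019 probes (84.0% of the table). Of these, 167 lacked a value on 1 or more arrays, 185 values in all. Symbols were taken from the study's own probe lists, and only where these gave a single symbol for a probe. This left a symbol for 5,621 probes of the table and for 5,048 of the probes past the filter (24.0%). A probe without a symbol here may still be named by the study. Those lists served for names only, and probes without a symbol are counted but not named. Current symbols were looked up in a mouse gene table (GRCm38.p6). Of 5,047 distinct symbols, 3,166 were current there, 1,543 were synonyms and 338 were in neither. Genome positions of the probes were not used here.

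Linear models were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per tissue over all 30 arrays. The spread was thus pooled over tissues (15 residual degrees of freedom, prior degrees of freedom 2.95, prior SD 0.22 in log2). Moderated F-tests asked which probes differed among the 15 tissues. Each tissue was compared with the mean of the other 14, and a probe was called enriched at an adjusted p under 0.05 with a log2 difference of at least 2. The pairs cortex and cerebellum, heart and skeletal muscle, and small and large intestine were compared directly, at an adjusted p under 0.05 with a log2 difference of at least 1 in either direction. All tests of these models were two-sided, and p-values were adjusted by Benjamini and Hochberg within each comparison. There were 19 comparisons in all.

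Tissue specificity was expressed as information in bits, the largest possible entropy over 15 tissues (3.91 bits) minus the Shannon entropy of the probe's shares over the tissues. The shares were those of the linear level, 2 to the power of the mean log2 ratio. The similarity of arrays was the Pearson r across probes, which are not independent replicates. The tissue labels were permuted 100000 times to test, one-sided, whether replicates were closer than other pairs.

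The tests, the thresholds, most alternatives and the rule for named genes were chosen before the data were examined. The rule names, for each tissue, the 2 genes with the largest difference among enriched probes for which both arrays lie above every array of the other tissues. For each pair of organs it names the 3 genes with the largest difference in each direction among those called, with no overlap between the arrays of one tissue and those of the other. It also names the 5 genes with the highest information past the F-test, and the genes of the lists. Not every gene that the rule names is printed. The lists held 45 tissue markers, 4 Y-linked genes with Xist, 52 marker genes of possible neighbouring tissues (pancreas, seminal vesicle and prostate, epididymis, skeletal muscle, red blood cells and B cells) and the 50 transcription factors that the study had manipulated. A probe with a symbol was found for 5 of the tissue markers, 1 of the Y-linked genes, 1 of the neighbouring tissue markers (Actn3) and 3 of the factors, and for none of the other genes, Xist included.

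The pipeline was tested on simulated data, drawn for 20,852 probes with each probe's own residual SD, the same for all tissues. With no tissue effect there were 0 calls in each of the 19 comparisons. With a change of log2 3 made in 200 probes, 198 were called in liver and 198 in fat, and the F-test called 184 with 11 false calls. With a change of log2 2, the pair comparisons called 175, 172 and 180 of 200, with 7, 6 and 5 false calls.

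Alternatives were median centring in place of loess, the processed signals of the scanner software, a normexp offset of 10, the Cy3 level alone, the authors' table, no filter, and a stricter filter (well above background on at least 15 arrays). Further alternatives were blocks for replicate number and slide, an F-test without moderation, fits to the 4 arrays of a pair, other definitions of enrichment, and leaving out each array in turn. All probes of the array, blocks for scan day and array weights per tissue were added after the data were examined. The R package data.table (version 1.17.8) handled the data, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The CpG content of promoters and the comparisons of information between the lists of manipulated factors were not analysed here, the latter because 1 gene per list had a probe with a symbol.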

Results

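Expression was profiled in brain cortex, cerebellum, eyes, lung, liver, heart, kidney, bladder, skeletal muscle, skin, small intestine, stomach, large intestine, fat and bone. The arrays supply the adult tissue side of a study of how the response of genes to transcription factors in ES cells relates to their tissue specificity. Each tissue had 2 arrays. For bone and fat the series description names a single replication, although 2 arrays of each are labelled, so it is not certain that their arrays come from different animals, and what their SD covers is open. An array held 43,451 spots, of which 42,034 were noncontrol spots for 42,006 probes and 153 were negative controls. The median Cy3 mean signal of an array lay between 85.7 and 175 scanner units (median 112), and the median Cy5 mean signal between 163 and 236 (median 203). Between 53.9% and 76.8% of the probes had a Cy3 signal well above background. In Cy5, which held the same reference RNA on every array, between 58.0% and 79.2% of the spots did. No noncontrol spot was saturated on any array (0 spots).

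Replicates of one tissue were compared with pairs of different tissues to ask whether the labels separate the arrays. The mean r across probes was 0.937 over the 15 replicate pairs and 0.488 over the 420 pairs of different tissues. The difference of 0.449 had a one-sided permutation p of 1e-05, the smallest that the permutations can give. It moved most in the authors' value table, where it was 0.125 with the same p. The r of replicates ranged from 0.671 to 0.991, with a median of 0.980, and was above 0.9 in 12 tissues. For 28 of the 30 arrays the nearest array was the replicate of the same tissue. The exceptions were large intestine replicate 1 and fat replicate 1. Large intestine replicate 1 had an r of 0.895 with small intestine replicate 2 and 0.798 with its own replicate. Fat replicate 1 had an r of 0.706 with bladder replicate 1 and 0.671 with its own replicate. The bone replicates had an r of 0.849. The median SD between replicates was lowest in heart (log2 0.07) and reached 0.13 in skin among the other tissues, against 0.34 in large intestine, 0.29 in fat and 0.20 in bone.

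**Figure D1:**
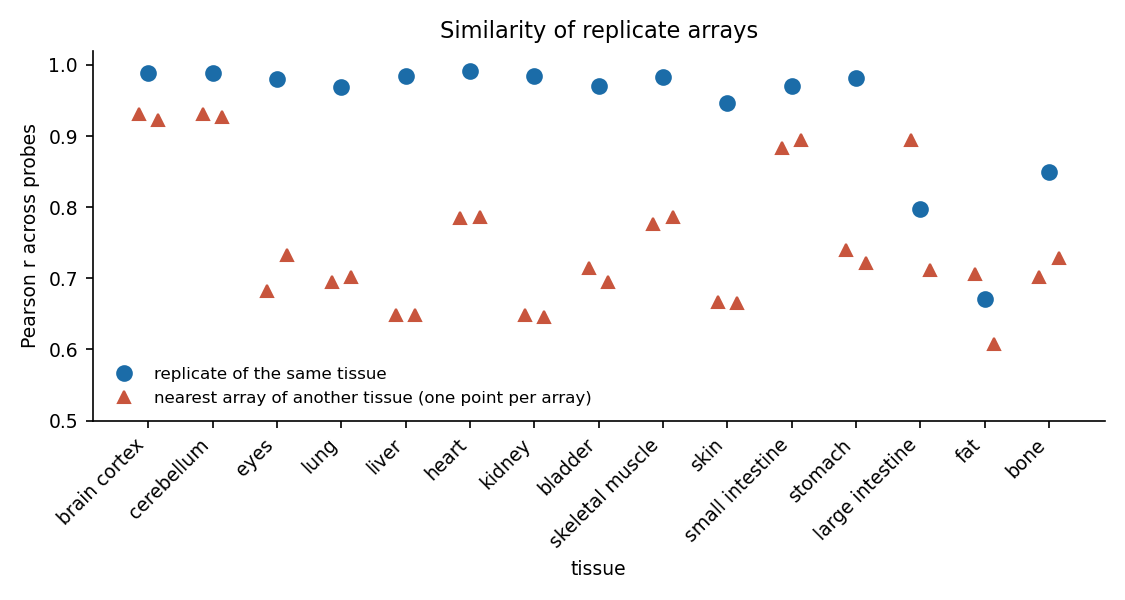
Pearson r across probes for each tissue (x axis): circles give the r of the replicates with each other, and triangles give the r of each array with the nearest array of another tissue. A triangle lies above the circle in large intestine (0.895 against 0.798) and fat (0.706 against 0.671).

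The F-test asked which probes differ among the 15 tissues. Of 21,019 probes tested, 19,075 differed (90.8%). The count moved most when all probes of the array past the filter were used, to 30,913 of 34,637 probes. With probes of the authors' table and other settings it lay between 15,767 under the stricter filter, where 16,533 probes were tested, and 20,095 with arrays weighted by the spread of their tissue.

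Enrichment in a tissue was tested against the mean of the other 14. The largest counts were 1,508 probes in cortex, 1,260 in cerebellum, 1,152 in eyes, 1,136 in liver and 1,063 in small intestine. Lung had 908 enriched probes, kidney 885, large intestine 839, stomach 810, skin 761, skeletal muscle 741, bone 664, heart 632, bladder 491 and fat 335. The definition of enrichment moved these counts most. With the requirement that a tissue exceed each of the other 14 by log2 2, they ranged from 11 in fat to 218 in liver. The fat count also rested on 1 array, since it was 782 without fat replicate 2 and 396 without fat replicate 1. In all, 7,164 probes were enriched in at least 1 tissue. Of these, 3,497 were enriched in 1 tissue, 2,057 in 2 and 1,610 in 3 or more, with at most 7 tissues for a probe. Liver had the most probes enriched there alone (439), followed by lung (386) and eyes (321), and large intestine had the fewest (100). Cortex and cerebellum shared 1,017 enriched probes, 80.7% of the smaller set. Small and large intestine shared 511 (60.9%), and heart and skeletal muscle 217 (34.3%). Skeletal muscle and bone shared 217 as well (32.7%). Both arrays lay above every array of the other tissues for 781 of the liver probes (68.8%) and 136 of the large intestine probes (16.2%), where chance gives 0.230% for a probe not selected beforehand. The selection for enrichment itself raises these shares.

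**Figure D2:**
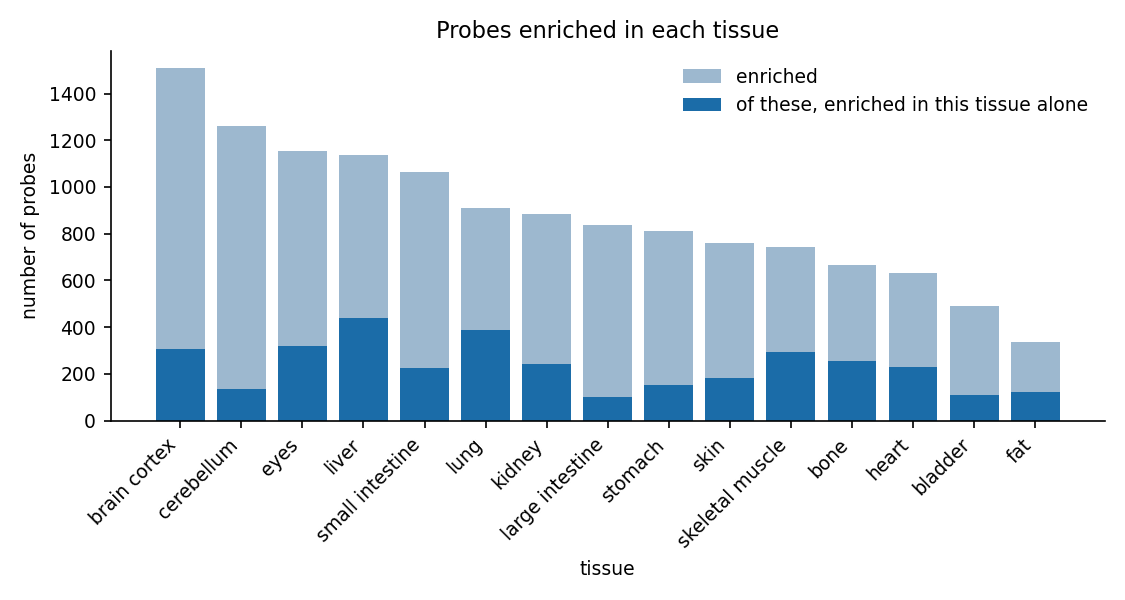
Number of probes (y axis) enriched in each tissue (x axis), in light bars, and the number of these enriched in that tissue alone, in dark bars. Cortex has the tallest light bar (1,508, of which 307 alone) and fat the shortest (335, of which 121 alone).

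The genes named for each tissue had both arrays above every array of the other tissues. Ranks hold among the probes with a symbol only. In 12 tissues the leading probe had no symbol, with differences of up to 10.43 in skin and 10.35 in liver. The values in this and the next paragraph are log2 differences against the mean of the other 14 tissues, followed by the mean log2 ratio. Up to 13 of the other tissues were not above background for a named gene (13 for 2310057J18Rik, 12 for Pdc), so the sizes depend in part on the background. The largest difference of a probe with a symbol was that of 4930583H14Rik (now Mgarp, probe Z00042556-1) in eyes, 9.98 (SE 0.27, adjusted p 8.11e-16). Its log2 ratio was 7.02 ± 0.17 (SD, n = 2) in eyes and -1.89 ± 0.35 (SD, n = 2) in fat, the next highest tissue, a difference of 480-fold. Pdc in eyes differed by 7.09 (adjusted p 9.79e-19), with a log2 ratio of 6.94 on both arrays. In small intestine 2010204N08Rik (now Sis, probe Z00046188-1) differed by 9.79 (SE 1.04, adjusted p 3.97e-07), with 9.27 ± 0.35 (SD, n = 2). The arrays of large intestine, the next tissue for that gene, had 7.91 in replicate 1 and -0.46 in replicate 2. Ada differed by 6.45 in small intestine (SE 0.16, adjusted p 6.26e-16). In liver Cps1 (probe Z00051409-1) differed by 8.54 (SE 0.56, adjusted p 3.39e-10), with 8.96 ± 0.14 (SD, n = 2), and Spp2 by 7.42 (SE 0.12, adjusted p 3.5e-19), with 8.07 in liver and 7.44 in kidney. Fhl2 in heart had a difference of 7.08 (SE 0.37, adjusted p 5.52e-11) and 6.18 ± 0.04 (SD, n = 2), followed by 6720475J19Rik with 5.61.

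In skeletal muscle A530098C11Rik (now Mettl21c) differed by 7.04 (SE 0.27, adjusted p 5.09e-12) and Mstn by 6.52 (SE 0.53, adjusted p 1.06e-08). The next tissue for A530098C11Rik was bone, with 5.53 ± 0.71 (SD, n = 2), and for Mstn it was skin, whose arrays had 2.92 and 6.61. The genes named in bone were also high in skeletal muscle. Actn3 differed by 6.81 in bone (SE 0.46, adjusted p 2.88e-09), with 5.49 ± 0.05 (SD, n = 2) in bone and 4.90 ± 0.04 (SD, n = 2) in muscle. Ankrd23 differed by 5.36 in bone (SE 0.19, adjusted p 8.41e-13), with 7.20 ± 0.13 (SD, n = 2) in bone and 6.58 ± 0.10 (SD, n = 2) in muscle. Under median centring both genes were higher in muscle than in bone (4.40 against 3.67 for Actn3, 5.88 against 5.53 for Ankrd23). In kidney 1700011H14Rik differed by 7.10 (SE 0.96, adjusted p 7.77e-06), and the next tissue was fat, whose arrays had 7.04 in replicate 1 and 0.10 in replicate 2. The same held in lung for 1600029I14Rik, which differed by 6.05, with 4.34 and 0.06 on the fat arrays. In bladder 2310057J18Rik differed by 6.75, though its arrays had 8.33 and 5.44. Differences of further named genes were 6.66 for 2200001I15Rik (now Fam25c) and 6.15 for Serpinb2 in skin, 6.31 for 1810030J14Rik (now Mptx1) and 6.28 for AA467197 in large intestine, and 6.30 for Serpinb3c and 5.61 for 1110032A04Rik (now Sptssb) in stomach. They were 6.23 for 0610012H03Rik (now Them7) in kidney, 5.03 for C130026I21Rik in bladder, 6.08 for Nmnat2 and 5.67 for 2810011L19Rik (now Tunar) in cerebellum, and 5.71 for AI593442 and 5.63 for AI851790 in cortex. Fat had the smallest, 3.03 for 2400009B08Rik (now Fcor) and 2.47 for Inhbb. Nmnat2 was nearly as high in cortex (4.42 ± 0.04, SD, n = 2) as in cerebellum (4.59 ± 0.19, SD, n = 2).

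Cortex was compared with cerebellum, and heart with skeletal muscle, to ask how far related organs differ. Between cortex and cerebellum 1,151 probes differed (5.48% of those tested), 673 higher in cortex and 478 higher in cerebellum. Between heart and muscle 3,195 probes differed (15.2%), 1,929 higher in heart and 1,266 higher in muscle. The alternative that moved both counts most was the use of all probes of the array, with 1,690 and 4,686, where 34,637 probes were tested. With the probes of the table, the count between heart and muscle lay between 2,220 with slide as a random block and 4,184 in the authors' table. Heart and muscle share no slide and no scan day, so an effect of either cannot be told apart from the tissue difference. Under median centring the majority between heart and muscle changed side, to 1,036 higher in heart and 1,313 higher in muscle. Among the genes higher in cortex, EG329160 (now 9130024F11Rik) differed by 4.39 (adjusted p 4.9e-12), and Fhl2 had 1.60 in cortex and -2.60 in cerebellum. Towards cerebellum, a gene named only by a clone number (probe Z00026072-1) differed by -4.24 (adjusted p 7.45e-14), 3110001A13Rik (now Fam107b) by -3.93 and En1 by -3.86. The first of these was not above background in cortex. Among probes with a symbol Fhl2 had the largest difference between heart and muscle, 9.47 (SE 0.50, adjusted p 1.61e-10). Its log2 ratio was 6.18 ± 0.04 (SD, n = 2) in heart and -3.28 ± 1.21 (SD, n = 2) in muscle. A830073O21Rik differed by 4.79, and 2210016H18Rik, which was not above background in muscle, by 5.37. Towards muscle A530098C11Rik differed by -7.86 (adjusted p 2.67e-11), Actn3 by -7.72 (adjusted p 3.83e-08) and Mstn, which was not above background in heart, by -6.98 (adjusted p 7.68e-07).

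Small and large intestine differed at 2,390 probes (11.4%), 1,330 higher in small intestine and 1,060 higher in large intestine. This count rested on single arrays. It was 5,748 without large intestine replicate 1, 1,131 without large intestine replicate 2 and 1,293 without small intestine replicate 1. In a limma fit to the 4 arrays of the pair alone it was 0, with 2,151 probes at an unadjusted p under 0.05. The majority changed side with slide as a fixed block, where 47.6% of the called probes were higher in small intestine, and with scan day as a fixed or random block, where 46.0% and 49.5% were. Acot12 differed by 5.49 (SE 0.23, adjusted p 7.39e-12). It was at 5.52 ± 0.49 (SD, n = 2) in small intestine and was not above background in large intestine. 2010204N08Rik differed by 5.54 (SE 1.42, adjusted p 0.011) and Cps1 by 4.73 (adjusted p 0.000295). For both, large intestine replicate 1 lay far above replicate 2, with 4.34 against -0.14 for Cps1. Towards large intestine 1600029D21Rik (now Plet1) differed by -5.61 (SE 0.84, adjusted p 0.000138), Tnni1 by -4.16 (adjusted p 0.00115) and 2700086A05Rik (now Hoxaas3) by -3.78 (adjusted p 5.58e-08). None of these 6 genes passed in the fit to the 4 arrays alone, where their adjusted p lay between 0.0736 and 0.626.

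**Figure D3:**
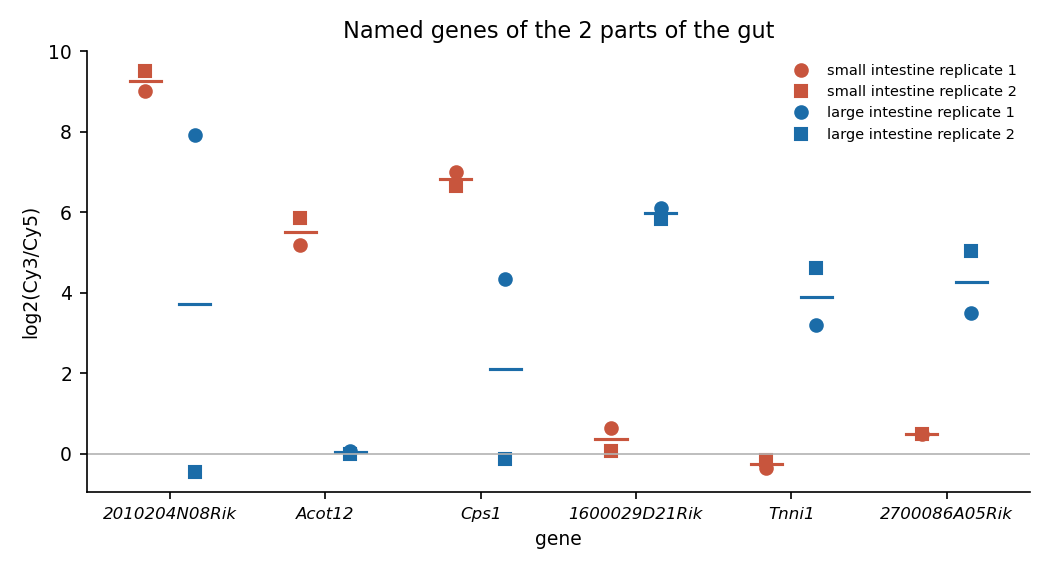
Log2 ratio of tissue over reference (y axis) on each array of small and large intestine for the 6 named genes (x axis), with symbols for the tissue and replicate. The large intestine arrays lie apart for 2010204N08Rik (7.91 and -0.46) and Cps1 (4.34 and -0.14).

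Information over the tissues was computed because the study used an information measure of tissue specificity. Its measure was taken from mRNA abundance in the published GNF tissue data and in a set that includes these arrays. That set also held stem cells, placenta, fibroblasts and newborn mice. Here the measure comes from ratios to the reference in the adult tissues alone, so the values are not comparable. The median over all probes was 0.159 bits, with quartiles of 0.0560 and 0.463 bits, and the highest value was 3.78 of a possible 3.91 bits. The median moved most with the processed signals of the scanner software, to 0.301 bits. At least 1 bit was reached by 2,170 probes (10.3%) and at least 2 bits by 375, while 8,095 probes (38.5%) had under 0.1 bit. Of the probes with at least 1 bit, 99.8% also passed the F-test. They were highest in liver for 396 probes (18.2%), in cortex for 304, in small intestine for 192, in eyes for 185 and in cerebellum for 183, and least often in bladder (34) and fat (24). Among the probes with a symbol, those with high information included 4930583H14Rik with 3.74 bits, 2010204N08Rik with 3.63, 2810007J24Rik (now Sult2a8, highest in liver) with 3.17 and Pdc with 3.10.

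**Figure D4:**
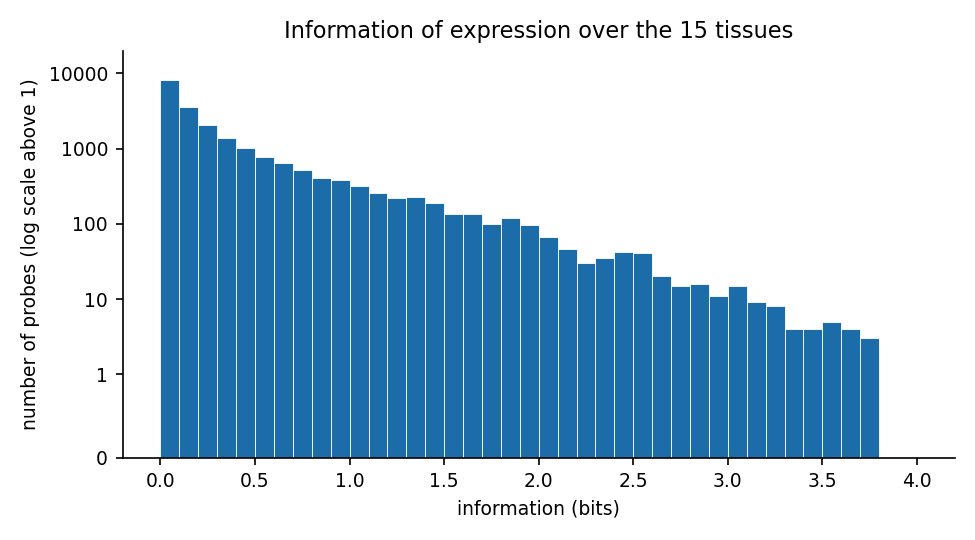
Number of probes (y axis, log scale above 1) in each interval of information in bits (x axis). The first interval, under 0.1 bit, holds 8,095 probes, and the values reach 3.78 bits.

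Of the 45 tissue markers, 5 had a probe with a symbol, and 4 of these were highest in the tissue they mark. Across settings the number lay between 3 under the stricter filter and 5 with median centring and with the Cy3 level alone. Serpinc1 had 5.30 ± 0.08 (SD, n = 2) in liver and 0.36 in small intestine, the next tissue. Krt10 had 5.44 ± 0.14 (SD, n = 2) in skin and 4.65 in stomach. Lct had 5.04 ± 0.61 (SD, n = 2) in small intestine, and the next tissue was cortex, whose arrays had 3.82 and 2.36. The exception was Actn3, listed for skeletal muscle and highest in bone, but highest in muscle with median centring and with the Cy3 level alone. The Y-linked gene Eif2s3y was above background on 30 of the 30 arrays. Of the 50 manipulated factors, 3 had a probe with a symbol. Nr5a2 was highest in liver (1.17 ± 0.10, SD, n = 2), and Msc (0.60 ± 0.23, SD, n = 2) and Aes (2.39 ± 0.07, SD, n = 2) were highest in heart.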

Values the study reported

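The paper reports that RNA of 15 organs or tissues of adult mice was profiled in 2 replications from different animals, on a platform with 25,030 non-redundant genes. The age it gives for the mice is 30 weeks. It measured tissue specificity by information based on Shannon entropy, both in the published GNF tissue data and in a set that includes these arrays. It states that 33.4 to 34.1% of the top 1,000 tissue-specific genes had CpG islands.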

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

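The test in this part was set before its result was seen. The comparisons of the report use the probes in the authors' value table. Of the 16,976 probes of the array outside that table, 13,618 (80.2%) had a Cy3 signal well above background on both arrays of at least 1 tissue, against 84.0% of the probes in the table. They drew attention because they carry signal in data that the comparisons do not use. The F-test of limma found that 11,869 of them (87.2%) differed among the tissues. The explanation tested was that these are further probes of genes already in the table, since the paper describes the table as non-redundant. All 105 of the 105 probes outside the table that had a symbol and passed the filter shared it with a probe in the table, and the median r of such probe pairs over the arrays was 0.871. This is consistent with that explanation for the probes with a symbol. For the others, which had no symbol, the explanation stays open, and no biological explanation was tested.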

How the results depend on the processing

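The use of all probes of the array, scan day as a block and array weights per tissue were chosen only after the data were examined. Each main count, the median information and the similarity of replicates were recomputed under up to 15 settings. The counts of the F-test, of enrichment and of the pair comparisons were also recomputed with each array left out. Median information and the counts of high information and tissue markers were instead recomputed with all arrays of a replicate number left out. For the similarity of replicates no array was left out. In all this gave 874 values. Of these, 793 stayed within 1.5 times the reported count, kept their side of the test's threshold or moved by less than the replicate spread. Another 81 moved further and 0 reversed, but a count of calls has no direction and could not reverse. The majority side did change between heart and muscle under median centring. In the gut pair it changed with slide as a fixed block and with scan day as a fixed or random block. For every move given here without a reason, the cause was not tested. No setting other than those named here moved a count by more than 1.5 times, the Cy3 level alone included.

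Median centring in place of loess gave 403 enriched probes in heart, 424 in skin, 700 in small intestine, 508 in large intestine, 201 in fat and 359 in bone. The gut pair fell to 1,331 probes, median information to 0.144 bits and the probes with at least 1 bit to 1,402. This scaling moved the median of all probes by over 0.1 in 4 comparisons, by log2 0.23 in bladder, 0.16 in cortex, 0.13 in lung and -0.10 in skin. Between heart and muscle, 2,080 of the 3,195 calls remained.

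The processed signals of the scanner software gave 1,999 enriched probes in cerebellum, 1,862 in eyes, 1,513 in lung, 1,001 in heart, 875 in bladder, 1,198 in muscle, 1,227 in skin, 1,262 in stomach, 1,396 in large intestine, 776 in fat and 1,407 in bone. Median information was 0.301 bits, and 3,476 probes had at least 1 bit. The authors' table, which follows these signals, gave 1,933, 1,738, 1,490, 991, 857, 1,175, 1,175, 1,227, 1,359, 720 and 1,359 for the same tissues in that order, with a median of 0.291 bits and 3,363 probes of at least 1 bit. Both lack the offset of 50, which by its construction draws the ratios of dim probes towards 0. Whether this accounts for the moves is open, since no run without an offset was made on the same background correction. An offset of 10 moved median information to 0.206 bits and no count past 1.5 times.

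No filter gave a median information of 0.110 bits and the stricter filter 0.178 bits, since dim probes were added or removed. All probes of the array, which are more by construction, gave 30,913 probes that differ among the tissues, 967 enriched in heart and 1,195 in muscle, and a median of 0.130 bits.

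The definition of enrichment moved every tissue by its construction. In the order cortex, cerebellum, eyes, lung, liver, heart, kidney, bladder, muscle, skin, small intestine, stomach, large intestine, fat and bone, a minimum of log2 1 gave 3,180, 2,849, 2,763, 2,527, 2,372, 2,035, 2,062, 1,660, 2,230, 2,054, 2,360, 1,941, 2,256, 1,351 and 1,785 probes. The requirement to exceed the next highest tissue gave 46, 26, 161, 97, 218, 33, 79, 17, 32, 62, 41, 59, 14, 11 and 43.

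The gut pair gave 697 probes with arrays weighted by the spread of their tissue, and all 697 were among the 2,390. It gave 1,408 with slide as a fixed block. In a limma fit to its 4 arrays alone it gave 0, with a smallest adjusted p of 0.0584, 2,151 probes at an unadjusted p under 0.05 and 1,507 of these with a log2 difference of at least 1. The same fit gave 1,429 and 3,505 probes for the other pairs, so the number of arrays alone does not account for it. Slide and scan day as random blocks had within-block correlations of 0.693 and 0.586, and moved no count by more than 1.5 times.

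Leaving out one array assumes that the lone array of a tissue varies like those of the others. The range was 330 to 782 for fat, with 782 without fat replicate 2, and 1,131 to 5,748 for the gut pair, with 1,131 without large intestine replicate 2, 1,293 without small intestine replicate 1 and 5,748 without large intestine replicate 1. Median information from the replicate 1 or replicate 2 arrays alone was 0.170 to 0.175 bits. The other counts stayed within 1.5 times, among them 18,713 to 19,495 for the F-test, 856 to 1,314 for cortex against cerebellum and 2,601 to 3,355 for heart against muscle.

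The replicate numbers do not pair the samples. Replicate differences of 105 pairs of tissues had a median r of 0.0476 (-0.246 to 0.342), with 33 above 0.1. With the number as a block all the same, 19,186 probes passed the F-test and the pairs gave 1,163, 3,221 and 2,462.

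For the named genes there were 2,084 such values, of which 2,058 were the same, 16 values of information moved, 10 values of the gut pair were no longer past the threshold and 0 reversed. Of those 10, 6 came from the fit to the 4 arrays. Another was Tnni1 with array weights (adjusted p 0.368), and the rest were 2010204N08Rik with scan day as a fixed block (adjusted p 0.105) and without small intestine replicate 1 (0.0607) or 2 (0.0624). The adjusted p of 2010204N08Rik reached 0.626 and that of Tnni1 0.368 at most over all their alternatives.

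Not run were the mean of a gene's probes, the comparisons of information between lists of factors and the CpG content of promoters. Slide and scan day as fixed blocks were not run for heart against muscle, which share no slide and no scan day. Signal over background limits what the ratios show, since between 53.9% and 76.8% of the probes of an array were well above background, and a fitted difference against a tissue below background is no bound.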

Other observations

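Of the 23 tests in the closing section, 14 were chosen only after the result was seen: those on slide, scan day (both) and exchange for large intestine, the later versions of the small intestine and bladder tests, the test of a single share of small intestine RNA, the test of a tissue outside the 15, the test of any change of slide, the Cy5 test of large intestine and bone alone, and the second muscle tests of bone and skin. The small intestine and bladder explanations were tested in 3 versions each and the muscle and slide explanations in 2 each, and every version is given. Panels are the 100 probes that lead a tissue over the other tissues, chosen without the tissue under test, and a probe counts as raised at log2 1 or more.

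Large intestine replicate 1 was closer to small intestine than to its own replicate (r 0.895 and 0.798). A shared slide does not account for this, since r was also 0.884 with the small intestine array on another slide. Both small intestine arrays and replicate 1 were scanned on one day. A shared day as the main cause would raise the r of replicate 1 over that of replicate 2 with other arrays of the day too. The mean gain was 0.0534 over the 5 arrays of that day outside the gut, against 0.0952 over 18 arrays of days with no large intestine array and 0.208 and 0.183 for the small intestine arrays. The skin and muscle arrays of that day gained between 0.0238 and 0.0476. Fat replicate 1 gained 0.122 and the stomach arrays 0.109 and 0.110, more than 0.0952 but within the range of the other days (0.0531 to 0.150). With the stomach arrays included, the mean of the shared day was 0.0695. Both means of that day lay below 0.0952. Apart from fat, however, the days compared hold different tissues, and the gain varied widely between tissues, so the means decide nothing about the day. Fat gained 0.122 with its array of the shared day and 0.101 with its array of another day, a small difference between single arrays. Whether the day is the main cause stays open. Replicate 2 had an r of 0.371 with the bone array of its own scan day, against 0.413 for replicate 1, a gain of 0.0417 that was lower than the 0.0887 of the other bone array. With scan day as a fixed block 2010204N08Rik differed between the intestines by 2.86 (adjusted p 0.105) in place of 5.54, though such a block also absorbs a difference between the samples. An exchange with a small intestine array is argued against by an r of 0.970 between the small intestine arrays. Of the panel of small intestine, 56 of 100 probes were higher in replicate 1 than in replicate 2 by log2 1 or more and 1 was lower. Small intestine was also the leading signature of the difference between the replicates, though with an r of only 0.128. In the second version, 1 of the 50 panel probes far below small intestine in replicate 2 was not higher in replicate 1, and the median difference was 2.90. In the third, 54 of 68 probes that were higher in small intestine than in every other tissue but large intestine were raised (median 2.15). Both versions take probes that are low in replicate 2, which by itself pushes the difference up, so the limits set for them decide nothing in favour of small intestine RNA. As a control, at least 20.4% of the probes were not higher in the second version for the panels of the 13 other tissues, and at most 27.1% were raised in the third. With the filter on the mean of both arrays, 1 of 34 small intestine probes was not higher. The excess thus goes beyond the filter, but it restates in part that replicate 1 is closer to small intestine. RNA like that of the small intestine arrays in a single share would leave the 50 probes about equally far below small intestine in replicate 1. Their median distance was 1.64, with quartiles of 0.74 and 3.98, and 14 of them lay log2 2 or more farther below than the median. This spread argues against such RNA in a single share as the whole cause. Acot12, at 5.52 in small intestine, had 0.06 in replicate 1 and 0.00 in replicate 2, not above background on either, and as 1 gene near background it decides nothing by itself. RNA of the small intestine, or of a part of the gut nearer to it, remains a candidate explanation of part of the difference. A difference between the animals or in the part of the gut dissected was not tested and stays open.

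Fat replicate 1 was closer to bladder replicate 1 than to fat replicate 2 (r 0.706 and 0.671). Bladder RNA in fat replicate 1 was tested first. Of the panel of bladder, 44 of 100 probes were higher in fat replicate 1, short of the majority set beforehand. Bladder had the highest positive r among the signatures of the difference between the fat replicates (0.147), just above stomach (0.141). Negative values of larger size, towards fat replicate 2, were those of bone (-0.268), heart (-0.234) and muscle (-0.229). In the second version, 20 of the 84 panel probes far below bladder in fat replicate 2 were not higher in replicate 1 (23.8%). This was a little over the limit of 20% set for this version, although the filter on replicate 2 pushes the difference up. The median difference was 1.15. As a control, at least 27.6% were not higher for the panels of the 13 other tissues, so bladder had the lowest share. With the filter on the mean of both arrays, bladder no longer did, at 30.7% against 28.1% for kidney. In the version tried last, 8 of 24 probes that were higher in bladder than in every other tissue but fat were raised (median 0.52), a smaller share than for lung (67 of 114). The 3 versions argue against bladder RNA as the whole cause, and a smaller amount stays open. A slide or scan shared by the second fat and bone arrays, as the main cause, is argued against by an r of 0.116 between the replicate differences of fat and bone, where 0.5 or more had been predicted. A smaller shared part stays open, since fat and bone had an r of 0.564 on the shared slide and a mean of 0.445 otherwise. Fat replicate 1 also had 49 probes at log2 3 or more above every other array, whereas no other array had more than 19 (skin replicate 2) and the median was 0. This was found after Crisp4 had been seen at 6.72 in fat replicate 1, 0.01 in fat replicate 2 and 0.59 at most on other arrays, so it is a hypothesis only that fat replicate 1 may hold RNA of a tissue not among the 15. The 5 of these probes with a symbol were Crisp4, 1700009N14Rik, Ptgs2, 5830403L16Rik and 1700034I23Rik, named after their values were seen. The lists of pancreas, seminal vesicle and prostate, epididymis, red blood cells and B cells had 0 genes with a probe, so they could not test a source. Which tissues these 5 genes mark was not examined, so the source stays open. A difference between the animals or fat depots was not tested.

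Replicates on different slides differed more. The mean of the tissues' median SD was log2 0.18 for the 7 tissues on 2 slides and 0.10 for the 8 on 1 slide (exact permutation p 0.0185, two-sided). Without large intestine, fat and bone, the difference was 0.011 (exact permutation p 0.382), so it rests on those tissues. If slides were the cause, arrays of different tissues should be closer on a shared slide. The mean difference in r was 0.0290 over 11 tissue pairs, 5 of which were closer (exact permutation p 0.229), and the prediction was not met for the pairs as a whole. The pairs went apart, however. The 7 pairs without large intestine, fat or bone lay between -0.0313 and 0.00774. Of the 4 pairs with one of them, 3 were closer on a shared slide, by 0.137 for large intestine and small intestine, 0.110 for large intestine and stomach, and 0.120 for bone and fat, and bone and large intestine differed by -0.00356. In these tissues only 1 array lies on the shared slide, so the slide cannot be told apart from the sample on it, except that large intestine replicate 1 was also close to the small intestine array on another slide (r 0.884). The highest SD of the 4 other tissues on 2 slides was 0.125, and the tissues on 1 slide ranged from 0.0692 to 0.126. Those 4 are what remains once the tissues with high spread are set aside, so this decides nothing about a change of slide.

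Large intestine, fat and bone had higher spreads than the other 12 tissues. In the Cy3 channel their SDs were 0.358, 0.280 and 0.172, against at most 0.120 elsewhere. The test of array, slide or scan used Cy5, which held the same reference on every array. The highest Cy5 SD of these tissues was 0.0822, in fat, against at most 0.0791 elsewhere. A cause in the array cannot be told apart from one in the sample for the 3 tissues together, because fat lies just above that range. For large intestine and bone alone the highest was 0.0679, within the range of the others, which argues against a cause acting on both channels. A cause acting on the Cy3 sample, technical or biological, stays open.

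Probes that lead skeletal muscle were high in bone and skin. In the first panels 99 of 100 were raised in bone and 90 in skin. The heart panels, meant as a control, were raised too (73 and 65 of 100), and 31 probes were in both panels, so this version left the question undecided. In the second version, with muscle probes far below muscle in heart and the reverse, 95 muscle probes and 12 heart probes were raised in bone, and 81 and 18 in skin. The second panel stood at a median of 33.3% of the muscle level in bone and, in skin, at log2 2.40 below it. By array the median lay log2 1.23 and 1.86 below muscle in bone, and 2.88 and 1.79 in skin. Of this panel 49 probes were raised in eyes as well, at 3.36 and 3.50 below muscle. Of the 100 muscle probes, 1 in bone and 7 in skin lay log2 2 or more farther below muscle than the median. Skeletal muscle dissected with the bone and the skin is a candidate explanation of these probes, including Actn3, the only gene of the skeletal muscle list with a probe, and Ankrd23. Both were higher in bone than in muscle itself (5.49 and 4.90 for Actn3, 7.20 and 6.58 for Ankrd23), but under median centring both were lower in bone (bone minus muscle -0.72 and -0.35), and under the Cy3 level alone Actn3 was lower in bone (-0.39) and Ankrd23 higher (0.11). With the processed signals, an offset of 10 and the authors' table both stayed higher in bone, by 0.46 to 0.60. The order of bone and muscle for these genes thus depends on the scaling and decides nothing about a mixture. Other muscles were not sampled, and expression by the tissues themselves was not tested.

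The share of probes well above background differed between replicates by up to 16.1 percentage points, in cortex. Over the 15 tissues, replicate differences in Cy3 followed those in Cy5 with a Pearson r of 0.750 (permutation p 0.00147) and a Spearman rho of 0.757 (permutation p 0.00151). Without the 2 tissues farthest from the median, r was 0.619. It was 0.633 over the 8 tissues on 1 slide and 0.848 over the 7 on 2 slides. The direction was the same in 9 tissues. As Cy5 held the same RNA throughout, this is consistent with the quality of the array as a cause of differences in detection. The p-values of this relation were not adjusted for the other permutation tests of this section, those on slides.

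Over all tissues, the correlations of largest size between a replicate difference (replicate 1 minus replicate 2) and the signature of another tissue, across probes, were -0.443 for eyes with cerebellum, -0.421 for eyes with cortex, 0.355 for cortex with cerebellum and -0.337 for skin with muscle. The skin value has the direction of the muscle panel, which lay closer to muscle in skin replicate 2 (1.79 below it) than in replicate 1 (2.88 below it). For eyes and cortex no explanation was tested.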
